A study of Arabidopsis thaliana with 82 samples. Its data were reported in "Global identification of Arabidopsis lncRNAs reveals the regulation of MAF4 by a natural antisense RNA" (2018).

How the data were processed

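Small RNA sequencing was analysed for 15 samples of Arabidopsis thaliana, each from 2-week-old plants: 14 transgenic lines that each express an artificial microRNA (amiRNA) and wild-type Col-0. The group of each library was taken from its label, and each group holds 1 library. The series has 67 further samples, strand-specific RNA-seq of organs and stress treatments, which were not analysed here.

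The study gel-purified RNAs of 18 to 30 nt and sequenced them as single-end reads. What the authors passed on is a filtered set: trimmed reads of good quality, limited to those that Bowtie could place in TAIR10 at full identity. The deposited files hold raw read counts, 1 per distinct sequence, with no normalization. The Bowtie version and the handling of reads with several matches were not stated. The counts summed to between 4925484 and 15843410 reads per library (median 9375954).

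Each distinct sequence was matched to the 5 nuclear and 2 organelle sequences of the TAIR10.1 reference on both strands by an exact search, with 0 mismatches allowed. The search was written in Python 3.11.15 with NumPy 2.4.6 and Numba 0.67.0. All 12625471 distinct sequences of the 15 libraries had a perfect match, and each had at least 1 in the nuclear chromosomes. This filter by the authors decides what can be seen. A small RNA that differs from the genome at any base cannot be in the files, and reads found in an organelle genome alone were missing as well. The sequence designed as amiR-MAS-1 differs from the genome at 1 base, and all 14 amiRNA* strands (the strand opposite the amiRNA in its precursor) lack a perfect match, so none of these was measurable. The share of amiRNA* reads per line, which had been set as a result, was therefore not computed.

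Abundance was expressed as RPM (the count divided by the sum of all counts of the library, times 1000000), computed here from the deposited counts. A sequence with several matches was divided by their number, since only between 15.7% and 43.8% of the reads in a library had a single match. Between 12.5% and 33.6% of reads matched an rRNA gene, so RPM also moves with the rRNA share of a library, and RPM of reads outside rRNA and tRNA genes was tried as an alternative.

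The amiRNA sequences were taken from the cloning primers of the study. A target locus was the annotated span of the sense gene joined with the amiRNA target site and 500 nt on each side of it. Reads that overlapped an amiRNA site of the locus on either strand were left out, so that the amiRNA itself was not counted. There were 13 loci for the 14 lines, because amiR-MAS-1 and amiR-MAS-2 both target the antisense RNA of MAF4. The tests covered 4 measures over the 14 pairs of line and locus, namely reads of all lengths over the whole locus, near the site, and over the sense gene, and reads of 21 and 22 nt over the whole locus. The genes named in the comparisons are the 13 sense genes and the annotated TAS genes, a rule set by the design and not by their values. For amiR-NAT2671 the sense gene was AT2G12461, for which the study lists RT-qPCR primers.

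For each measure, log2(RPM + 0.1) of the targeting library minus the mean of the libraries that do not target the locus was averaged over the pairs. It was tested one-sided for an increase with a permutation test that reassigned the 14 amiRNA libraries to the 14 pairs (100000 resamples drawn with NumPy). Differences on this scale understate the change of loci with few reads. P-values were adjusted by the Benjamini-Hochberg method (SciPy 1.17.1) over the 4 measures. A locus with 1 targeting line sets 1 library against 14, whose smallest possible p is 0.0667, so it was not tested alone. This limit does not hold for MAF4, with 2 targeting lines, but MAF4 was not tested alone either. The same test, over the 14 amiRNA sequences, was run on amiRNA abundance to check the labels.

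Counts of single sequences and loci are given with Wilson intervals of 95%. They cover counting error only, since PCR copies cannot be told from separate molecules here. A count of 0 allows up to 3 reads, which equals between 0.189 and 0.609 RPM depending on the library.

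The matching was checked on simulated data: it found all 1561 planted matches of 1947 sequences in a random genome and differed from a plain text search in 0 cases. The permutation test was checked on simulated counts for the 13 loci with the real library sizes. With no excess, 4.95% of 2000 data sets had a permutation p under 0.05 for all lengths and 5.45% for 21 and 22 nt. With 0.5 RPM added in all 14 pairs, 100% of 200 data sets passed for either measure. With 1 RPM added in only 3 pairs, 39% passed for all lengths and 76.5% for 21 and 22 nt. Passing meant an unadjusted permutation p under 0.05. Each simulated rate was the median RPM of the locus times a random factor (SD of its natural log 0.5). For 21 and 22 nt that median was 0 at MAF4, AT4G38700, AT1G13609 and AGC1.5, where non-targeting libraries reached 0.130 to 0.514 RPM. With no simulated background at these loci, the shares that passed for 21 and 22 nt can be too high. The rate with no excess was not checked there.

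The alternatives were other pseudocounts (1 and 0.01 RPM), the treatment of reads with several matches, other flanks (200 and 1000 nt), reads of 20 to 24 nt, a narrower definition of the amiRNA reads left out, Col-0 alone as background, loci with under 1 RPM in Col-0, and leaving out each line. Together with the tests they were fixed before the data were examined. The RPM outside rRNA and tRNA genes, another sense gene for amiR-NAT2671, and the restriction to amiRNAs with a genome match were chosen after seeing the data. Figures were drawn with Matplotlib 3.10.9.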

Results

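Small RNAs were sequenced from plants in which a natural antisense long noncoding RNA (NAT-lncRNA), transcribed from the strand opposite a protein-coding sense gene, was knocked down with an amiRNA. An amiRNA is a designed 21-nt small RNA, released from a modified microRNA precursor, that directs cleavage of the RNA complementary to it. Cleaved RNA can be copied into double-stranded RNA and diced into secondary siRNAs, which could then silence the sense gene. The comparison asked whether such siRNAs arose at the target loci. Each of the 14 amiRNA lines and Col-0 had 1 library, so the libraries that do not target a locus served as its background, and no value has a replicate error of its own. Depth was lowest in amiR-NAT569 (4925484 reads) and highest in amiR-MAS-2 (15843410 reads), with 9146426 reads in Col-0.

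In all 15 libraries the most frequent read length was 24 nt. Reads of 24 nt made up from 14.1% of reads in amiR-MAS-1 to 31.9% in amiR-NAT2088, with 23.1% in Col-0 and a median of 20.3%. A smaller peak lay at 21 nt, with between 9.61% (amiR-MAS-1) and 17.0% (amiR-NAT3034) of reads and 15.9% in Col-0. The amiR-MAS-1 library also held the largest share of 30-nt reads, 6.42% against a median of 0.278%.

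**Figure D1:**
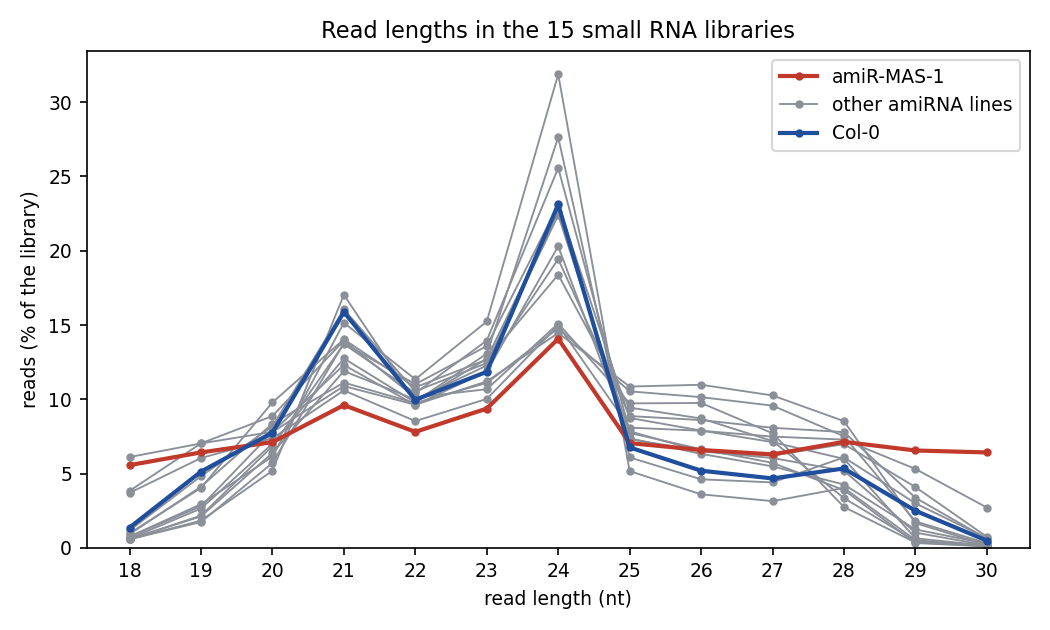
Share of reads (y axis, percent of the library) by read length (x axis, nt) in the 15 libraries; each line is 1 library, with Col-0 in blue and amiR-MAS-1 in red. All libraries peak at 24 nt, and amiR-MAS-1 has the lowest share there (14.1%).

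The amiRNA target sites were placed on the TAIR10.1 reference, and each lay on the strand opposite its sense gene. MAF4 (AT5G65070) spans positions 25992193 to 25996202 of the plus strand of chromosome 5, and its antisense RNA, MAS, is the target of 2 lines. The amiR-MAS-2 sequence TTGCACTAGAAAGTCCACGAC matched positions 25994664 to 25994684 without a mismatch. The amiR-MAS-1 sequence TTATAGATTGTCTAAAGTCCC lay at positions 25995230 to 25995250 with 1 mismatch, T1G, counted from 1 at the 5′ end of the amiRNA. Both sites fall in coding exons of MAF4. The other 12 amiRNAs had 1 perfect genome match each.

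Coding exons also held the sites of amiR-NAT2088 (TGGAGTGCCAAAAGGTTCAGC, chromosome 1, 24038802 to 24038822, in BLT, AT1G64690), amiR-NAT2384 (TTGAGCAAATTCACGATCGTC, chromosome 4, 18076811 to 18076831, in AT4G38700) and amiR-NAT3034 (TCCGGATTCGCTTCTCGGGAC, chromosome 1, 18117192 to 18117212, in AT1G48970). The same was true of amiR-NAT3043 (TCCCGAGATTGAACATTACAA, chromosome 1, 19494507 to 19494527, in AT1G52343). The amiR-NAT2195 site (TACGAAATCGCACTGAATGCG, chromosome 2, 16778818 to 16778838) lay in a coding exon of TBL30 (AT2G40160), where the gene AT2G40165 is annotated on the opposite strand. Untranslated exon parts held the sites of amiR-NAT2358 (TCGCAGACCATCAAGCTACTA, chromosome 4, 8530229 to 8530249, in HISN5B, AT4G14910) and amiR-NAT2680 (TAGTTGTACTTATATGATGTA, chromosome 2, 18749371 to 18749391, in AT2G45500). The amiR-NAT3872 site (TAACGCAATGATCGGCCGCTC, chromosome 1, 4662899 to 4662919) was in an intron of AT1G13609.

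Outside the annotated sense gene, the amiR-NAT1336 site (TTTAATGATATTCATACCAGC, chromosome 1, 20625346 to 20625366) was 663 nt downstream of AT1G55290. The remaining sites were upstream. That of amiR-NAT1427 (TCAGCTTTCCTAAACACATCT, chromosome 1, 23649742 to 23649762) was 1078 nt from AT1G63750, and that of amiR-NAT569 (TTTGTACGGCGAATGCTGAAT, chromosome 3, 4033478 to 4033498) was 91 nt from AGC1.5 (AT3G12690). The amiR-NAT2671 site (TGTGTATGTGGAGTACAATAA, chromosome 2, 5050638 to 5050658) was 551 nt from AT2G12461 and lay on the strand opposite to another gene, AT2G12462.

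The amiRNAs were counted first, as a check of the labels. Each of the 13 amiRNAs with a perfect genome match was most abundant in the library of its own line. Abundance ranged from 7.30 RPM in amiR-NAT1427 (79 reads, Wilson 95% interval 5.86 to 9.09 RPM) to 8769 RPM in amiR-NAT2358 (78808 reads, 8708 to 8830 RPM). In the latter the amiRNA was the second most frequent sequence of the library. The amiR-NAT2680 sequence reached 8357 RPM and that of amiR-NAT3043 1837 RPM, while amiR-MAS-2 had 703 RPM and amiR-NAT2671 10.6 RPM. Against the highest other library, or the floor of 3 reads where that is higher, each was at least 11.98-fold higher, the smallest ratio being that of amiR-NAT1427. Col-0 held 4 reads of any amiRNA. The mean log2 difference between the own and the other libraries was 9.80 (one-sided permutation test over 14 amiRNAs, p = 1e-05, the smallest that 100000 resamples can give). A pseudocount of 1 RPM moved it most, to 7.10. The designed amiR-MAS-1 sequence had 0 reads in each library, as the filter on genome matches requires.

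**Figure D2:**
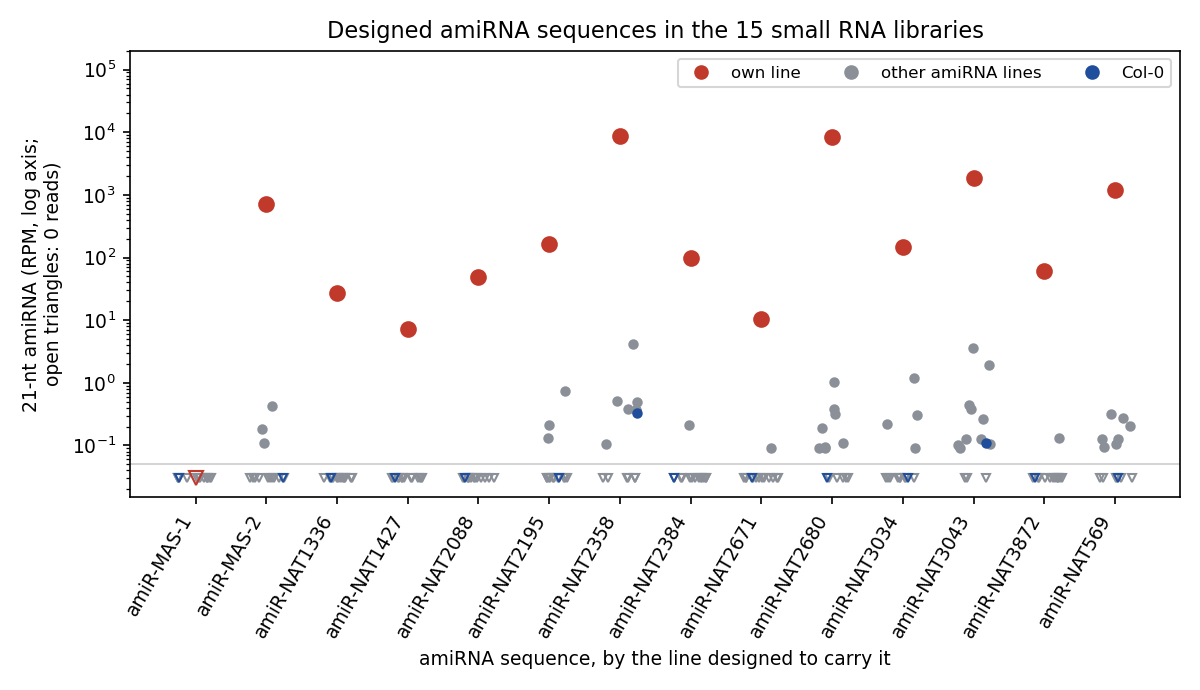
Abundance (y axis, RPM on a log axis) of each designed 21-nt amiRNA (x axis, by line) in its own line (red), in the other amiRNA lines (grey) and in Col-0 (blue); open triangles stand for 0 reads. Apart from amiR-MAS-1, whose sequence has no perfect genome match, each amiRNA is highest in its own library, from 7.30 to 8769 RPM.

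No increase of small RNAs was detectable at the target loci, outside the amiRNA site, in the targeting libraries. Over the 14 pairs of line and locus the mean log2 difference was -0.13 (one-sided permutation test, p = 0.680, Benjamini-Hochberg adjusted p = 0.684 over 4 tests), and 6 of the 14 pairs were higher in the targeting library. The alternative that moved this value most, Col-0 alone as background, gave -0.45, with little change in the permutation p (0.685). The difference was 0.095 with 1000 nt on each side of the site, and 0.023 without amiR-NAT3872. At AT1G13609, the amiR-NAT3872 library held 0 reads, which allows up to 0.279 RPM, while the other libraries reached 3.91 RPM (amiR-NAT2195).

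The loci differed in their own background. The locus of AT1G55290 had 54.4 RPM in amiR-NAT1336 (Wilson 95% interval 50.2 to 59.0) and 57.0 RPM in Col-0, within a range of 11.2 to 108 RPM over the non-targeting libraries. AT1G63750 had 43.3 RPM in amiR-NAT1427 (39.5 to 47.4) and 40.6 RPM in Col-0. The value of amiR-NAT1427 drew on 3196 reads, most of them with several genome matches and divided by their number. Many of them can therefore come from other loci. Every other locus had at most 1.84 RPM and at most 19 reads in its targeting library.

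Near the amiRNA site, within 500 nt on each side, the mean log2 difference was 0.16 (one-sided permutation test, p = 0.201, adjusted p = 0.401), with 9 of 14 pairs higher. With Col-0 alone as background it was -0.16, with little change in the permutation p (0.206). Without amiR-NAT3872 it was 0.31 with an unadjusted permutation p of 0.0448. Over the annotated sense genes the difference was -0.13 (permutation test, p = 0.684, adjusted p = 0.684), with 6 of 14 pairs higher.

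Reads of 21 and 22 nt, the lengths of secondary siRNAs, showed a mean log2 difference of 0.34, with 10 of 14 pairs higher. The one-sided permutation p was 0.0450 before and 0.180 after Benjamini-Hochberg adjustment over the 4 tests, so the increase did not pass the correction. The largest difference among the pairs was that of amiR-NAT3034 (2.21). Without this line the mean difference was 0.23 (permutation p = 0.126). The unadjusted permutation p was also above 0.05 with a pseudocount of 0.01 RPM (0.120), with single-match sequences only (0.0549), at loci under 1 RPM in Col-0 (0.0926) and with RPM of reads outside rRNA and tRNA genes (0.0653).

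The amiR-NAT3034 library was the highest of 15 at its own locus, the only such case among the 14 pairs, where chance gives 0.933 on average. It held 9 reads of 21 and 22 nt outside the amiRNA site, or 1.17 RPM (Wilson 95% interval 0.616 to 2.23 RPM). The next library, amiR-NAT569, had 0.406 RPM, and Col-0 had 1 read (0.109 RPM). The amiRNA itself reached 147 RPM in that library. In the other 13 pairs the interval of the targeting library overlapped the range of the non-targeting libraries.

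**Figure D3:**
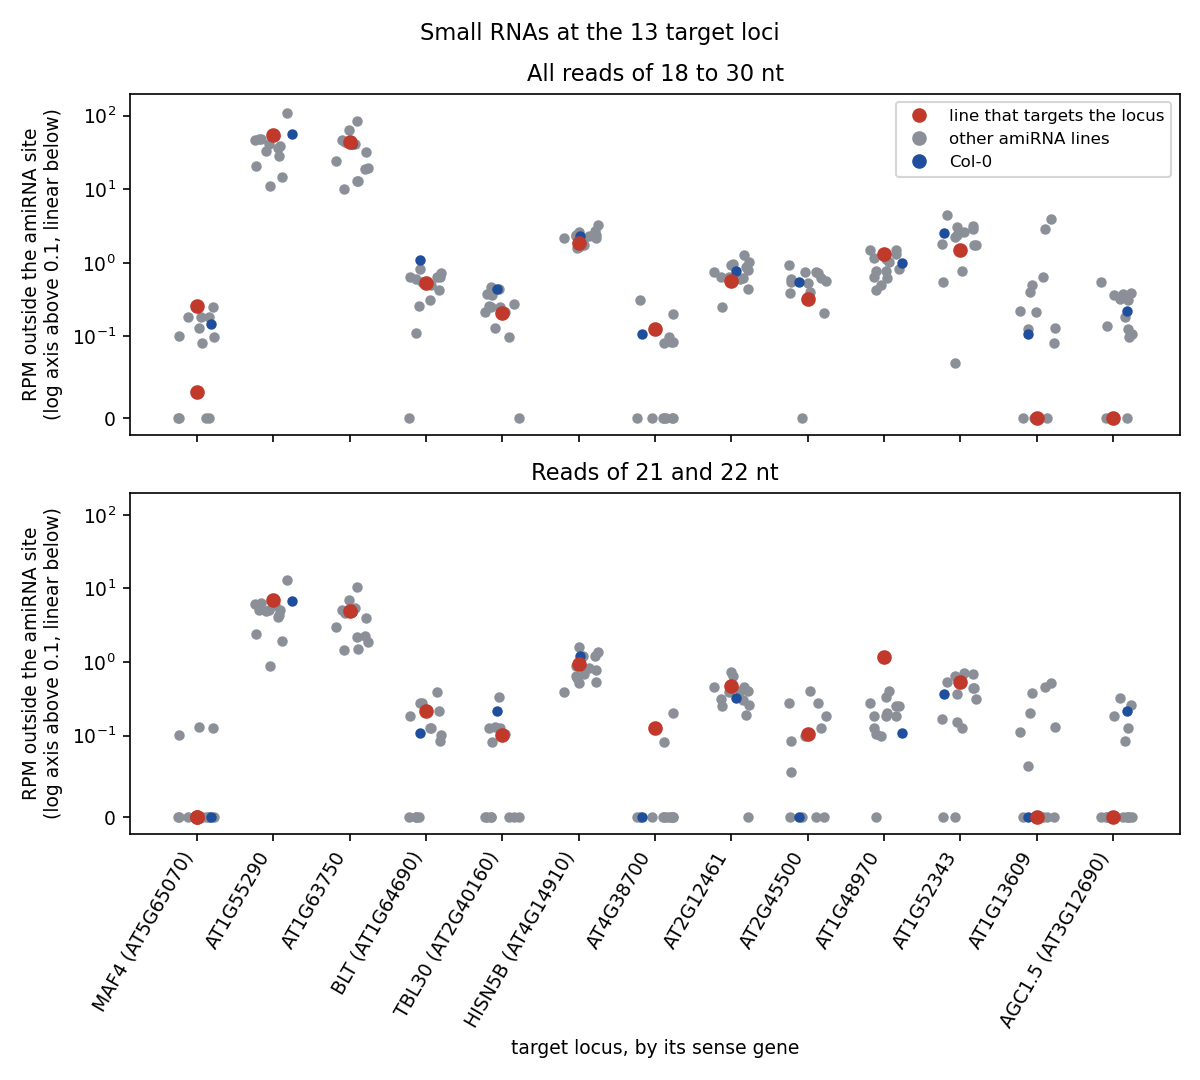
Small RNAs outside the amiRNA site (y axis, RPM, log axis above 0.1 and linear below) at the 13 target loci (x axis) for all lengths (top) and for 21 and 22 nt (bottom); each point is 1 library, red for a targeting line, grey for other amiRNA lines and blue for Col-0. Among reads of 21 and 22 nt, only the line targeting AT1G48970 (amiR-NAT3034, 1.17 RPM) lies above all other libraries at its locus.

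At MAF4, few small RNAs were found outside the amiRNA sites. The study reported that cold induces MAS, and the labels give no cold treatment for these libraries. Small RNAs at MAF4 after cold were therefore not examined. The amiR-MAS-1 library had 2 reads (0.258 RPM, Wilson 95% interval 0.0708 to 0.942) and the amiR-MAS-2 library 1 read with 2 genome matches (0.0316 RPM), against 2 reads in Col-0 (0.146 RPM). None was 21 or 22 nt long in either line, which allows up to 0.387 RPM in amiR-MAS-1 and 0.189 RPM in amiR-MAS-2. Both sites were left out in every library, also in the line that does not express that amiRNA. These counts therefore miss reads on the strand of MAS at the amiR-MAS-1 site in the amiR-MAS-2 library. They were at 25995231 and 25995232, with 0.0631 RPM each, against 0.109 RPM at 25995232 in Col-0. Over the amiR-MAS-1 site itself, the amiR-MAS-1 library held 297 reads, none of them on the strand of MAS. Of these, 227 reads (29.3 RPM) had the sequence GTATAGATTGTCTAAAGTCCC, which differs from the amiRNA by T1G and matches the genome, and 1 read of it was found in the other libraries.

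**Figure D4:**
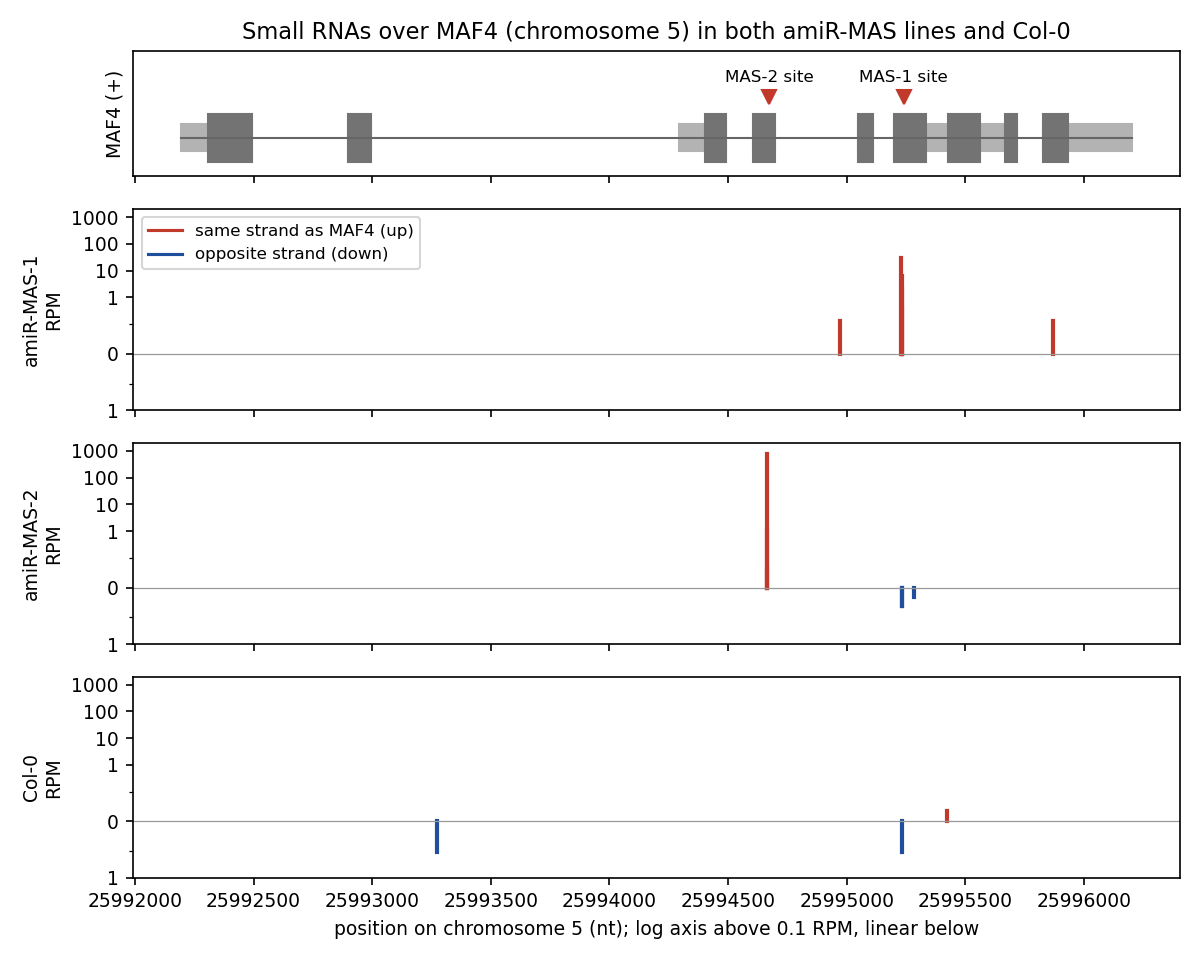
Map of MAF4 on chromosome 5 (x axis, position in nt) with exons (boxes, coding parts darker) and the amiRNA sites, above the small RNAs that start at each position (y axis, RPM, log axis above 0.1 and linear below) in both amiR-MAS lines and Col-0. Reads on the strand of MAF4 point up and reads on the opposite strand point down; outside the sites, 2 reads were seen in amiR-MAS-1.

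The TAS loci, which make secondary siRNAs in wild-type plants, were counted in the same way. The 8 annotated TAS genes together had 39063 RPM in Col-0 and between 7427 RPM (amiR-NAT2384) and 45962 RPM (amiR-NAT3034) in the amiRNA lines. Of these reads, from 74.9% to 82.8% were 21 nt long, against 9.61% to 17.0% of all reads of a library. TAS1C (AT2G39675, chromosome 2, 16537288 to 16538277) had the highest median, 10014 RPM over 15 libraries, and TAS1A (AT2G27400, chromosome 2, 11721539 to 11722468) had 8395 RPM. Across the libraries 5 of the 8 loci stayed above 10 RPM. Relative to its mean, TAS4 (AT3G25795, chromosome 3, 9417551 to 9418705) varied most, from 0.203 RPM in amiR-NAT569 to 354 RPM in amiR-NAT2195, with 39.2 RPM in Col-0.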

Values the study reported

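The study reported that 21 NAT-lncRNAs were knocked down with amiRNAs. Small RNAs were sequenced in 12 amiRNA lines picked at random, and the study reported that it detected no secondary siRNAs in them. For both amiR-MAS lines, it reported that neither amiRNA* strands nor secondary siRNAs caused the lower MAF4 expression. It also reported few small RNAs where MAS and MAF4 overlap.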

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

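Both patterns below came from a search of nuclear protein-coding genes outside the target loci for at least 50 RPM in 1 library and at least 10 times the next library, a search chosen after the data were seen. Of the tests on VIP2, those on genome matches and on the coding sequence were fixed before their result was known, and all others after the patterns were seen.

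VIP2 (AT5G59710, chromosome 5, 24057378 to 24062082) stood out because the Col-0 library held 2285 RPM over it, while the 14 amiRNA libraries had at most 8.78 RPM (median 1.47). The 20896 reads made up 0.228% of the Col-0 library. Reads shared with another locus are ruled out, since 100% of them had a single genome match. Dicer-like products would show a strong preference for their lengths, but 37.0% of the reads were 21, 22 or 24 nt long. That was below the 49.0% of the whole Col-0 library and the 92.3% of the TAS loci. It argues against Dicer-like products as the main source. Equal shares of all lengths would give 23.1%, so a part made by Dicer-like enzymes is not excluded. A few amplified molecules are not the cause, as the most frequent of 2689 sequences held 3.49% of the reads. Both strands were covered (60.7% antisense), and coverage stopped at the ends of the coding sequence. Coding exon parts had 261 reads per nt, the untranslated exon parts 0.0574 and the introns 0.0664. That argues against fragments of the whole spliced mRNA, whose untranslated parts would be covered too. A cloned coding sequence or its PCR product, as a contaminant of the Col-0 library, is a candidate explanation, with 99.96% of the read bases in the coding sequence. Other sources of RNA limited to the coding sequence were not tested. The origin of such a contaminant was not tested.

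AT3G59710 (chromosome 3, 22054667 to 22057156) stood out in amiR-MAS-1, where 318 RPM matched it, against at most 26.4 RPM in the other libraries and 11.97 RPM in Col-0. Small RNAs of the AT3G59710 mRNA are not the source: 99.96% of the reads overlapped the snoRNA gene AT3G09225 (22054746 to 22054869) inside it. The excess was in reads of 26 to 30 nt, 306 RPM against 5.47 RPM in Col-0, while reads of 18 to 25 nt differed from Col-0 by a factor of 1.89 and ranked 3 among the 15 libraries. The amiR-MAS-1 library was also richest in long reads, with 12.97% of 29 and 30 nt, and the next, amiR-NAT3043, had 8.02%. A wider gel slice alone would leave the share of this locus among reads of 30 nt unchanged, yet that share was 12.2 times that of the next library. Per 1000000 reads of 30 nt, the locus had 2202 reads in amiR-MAS-1, 180 in amiR-NAT3034, the next by this share, and 44.3 in amiR-NAT3043. Whether a snoRNA fragment just above the size limit of the libraries entered this one more than the others stays open, and no biological explanation for the difference between libraries was tested.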

How the results depend on the processing

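The check of the labels by amiRNA abundance kept its direction and its side of the permutation threshold of 0.05 under all 5 alternatives, with mean log2 differences from 7.10 to 10.56. RPM of all reads in the file moved nothing here or elsewhere, since every read had a perfect genome match, and for the same reason the size distribution could not change. Counting amiRNA variants of 20 to 22 nt raised the median abundance from 122 to 134 RPM, and that of amiR-NAT2358 from 8769 to 21274 RPM. The summed TAS abundance had a median of 23061 RPM, 20391 RPM for 21-nt and 22-nt reads only and 22968 RPM for single-match sequences. The share of amiRNA* reads gave no value under any setting.

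The difference over the whole target loci changed sign with 1000 nt on each side (0.095). It ran from -0.23 to 0.023 across the 14 fits that each left out one line, and the positive value was the one without amiR-NAT3872. Near the site it changed sign with Col-0 alone as background (-0.16), while the permutation p hardly moved (0.206 against 0.201). It ran from 0.034 (without amiR-NAT3034) to 0.31 (without amiR-NAT3872, permutation p = 0.0448) across the fits that each left out one line. Over the sense genes it ran from -0.23 (without amiR-MAS-1) to -0.0057 (without amiR-NAT3872), and all 25 alternatives kept its direction and its side of the threshold. The causes were not tested.

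The increase of 21-nt and 22-nt reads (0.34, unadjusted permutation p = 0.0450) kept its direction under all 26 alternatives but had a permutation p above 0.05 under 12 of them. These were a pseudocount of 0.01 RPM (0.54, permutation p = 0.120), single-match sequences only (0.32, p = 0.0549), loci with under 1 RPM in Col-0 only (0.31, p = 0.0926), RPM of reads outside rRNA and tRNA genes, an alternative added after seeing the data (0.35, p = 0.0653), and 8 of the 14 fits that each left out one line. Those fits ran from 0.23 (without amiR-NAT3034, permutation p = 0.126) to 0.42 (without amiR-NAT3872, p = 0.0191). Over all alternatives p lay between 0.0191 and 0.126 without any adjustment. Beyond the fewer loci tested in some of them, the cause was not tested.

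No paired analysis was possible because the replicate numbers shared by groups in the labels belong to RNA-seq samples not analysed here, and each small RNA group has 1 library. Depth limits single loci most: 1 read equals from 0.0631 to 0.203 RPM. In simulated data 5 RPM was added in a single pair. The unadjusted permutation p was then under 0.05 in 22% of 200 data sets for all lengths and in 36.5% for 21 and 22 nt. The latter can be too high, since some loci had no simulated background. Thus siRNAs at 1 locus can be missed by the test.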

Other observations

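All tests in this part were chosen after the pattern was seen, and all but those on 9 further clock-phased genes and on sequencing depth after the result itself was seen. Apart from those 9 genes, the genes and reads named here were picked after their values were seen.

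The 9 reads of 21 and 22 nt at AT1G48970 in amiR-NAT3034 were examined further. Counting noise at the level of the other libraries is an unlikely source. At the pooled rate of the other libraries 1.47 reads would fall there, and the Poisson probability of 9 or more, multiplied by the 14 pairs, was 0.000329. A gain of fragments of any length is ruled out, since by reads of other lengths the library ranked 15 of 15 at this locus (0.130 RPM against a median of 0.696 RPM). A general rise of siRNAs in this library was weighed as well. By 21-nt and 22-nt reads, the library was also the highest at 2 of the 12 other loci, BLT (0.390 RPM) and MAF4 (0.130 RPM). At the 12 other loci together it had 1.33 times the 21-nt and 22-nt RPM of the other libraries, and over all reads of these lengths 1.18 times. With the expected reads raised by these factors, the Poisson probability multiplied by 14 was 0.00273 and 0.00113, which argues against a rise of either size as the whole cause. At the TAS loci the library had 2.10 times the RPM of the others, which gave 0.0624, so that a rise as large as there cannot be told apart from an effect of the amiRNA. The 9 reads were 9 distinct sequences, none found in another library, 7 of them on the strand of the targeted RNA and 8 downstream of the predicted cleavage. Of the 6 downstream reads on the target strand, 3 began in the 21-nt register of the cleavage, at 42, 126 and 483 nt (exact binomial p = 0.00194 against 1 in 21). This p covers 6 of the 9 reads and was not multiplied by the 14 pairs. Of all reads placed by register, 3 of 9 lay within 1 nt of it here. The other lines with at least 8 reads placed by register had 2 of 8 (amiR-NAT2358), 2 of 9 (amiR-NAT1427) and 3 of 56 (amiR-NAT1336). Only a part of their reads was placed. At their loci they held 9 (amiR-NAT2358), 381 (amiR-NAT1427) and 98 (amiR-NAT1336) reads of 21 and 22 nt. A hypothesis is that the amiRNA of amiR-NAT3034 may trigger a trace of secondary siRNAs, at 0.797% of the count of the amiRNA itself. It rests on 9 reads of 1 library, and a source outside the plants was not tested.

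The 20-nt form of the amiRNAs, which lacks the last base, differed between lines. The 4 amiRNAs that end in A had from 10.1% to 58.8% of 20-nt reads among 20-nt and 21-nt reads, and the 9 others from 0% to 15.1%. The means were 34.3% and 3.65% (one-sided exact permutation test over 715 splits, p = 0.00420). A candidate explanation is that an amiRNA ending in A more often loses its last base. The overlap between the 2 sets of lines, through amiR-NAT1427 (15.1%) and amiR-NAT3034 (12.9%), shows that the last base is not all of it, and precursor processing was not tested apart from it.

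In amiR-MAS-1, 227 of the 297 reads over the amiRNA site differed from the design by T1G, with positions counted from 1 at the 5′ end of the amiRNA. An endogenous small RNA of MAF4 is ruled out as the source, since the other 14 libraries together held 1 read of the sequence. Sequencing errors in the designed amiRNA cannot be told apart from a construct or precursor that yields this form, at 29.3 RPM, because the designed sequence has no genome match and cannot be in the files. A further 47 reads lacked position 1, which is 20.7% of the count of the T1G form. In the 13 other lines, reads without the first base came to between 0% and 2.05% of the 21-nt amiRNA. That comparison suggests a larger pool of the designed sequence that the filter on genome matches removed, unless the 5′ end varies more in this line.

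Reads of an amiRNA also appeared in libraries of other lines. For amiR-NAT2358, 32 of the 59 reads elsewhere were in amiR-NAT3034, and for amiR-NAT3043, 39 of 76 were in amiR-NAT2671. If each read is a separate molecule, carry-over in proportion to depth is unlikely as the whole cause. PCR copies cannot be told from separate molecules here, and copies of a few molecules could give such clumping. The smallest Monte Carlo p of the 5 most abundant amiRNAs was 5.00e-05 after multiplication by 5, the lowest that 100000 draws can give. The exception was amiR-NAT569, whose 12 reads elsewhere lay in 7 libraries, with at most 3 in one and no detectable departure from a spread by depth. The share of the 20-nt form elsewhere followed that of the own library, within 5.93 percentage points for the 3 amiRNAs with at least 20 such reads (own shares from 10.1% to 58.8%). That is consistent with carry-over of the line's own amplified reads into particular libraries, for instance between neighbouring samples, which the labels do not give. The counts are too low to explain the own-line abundance, of which they were at most 1.51%.

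The amiR-NAT569 library differed from the rest in fragments of mRNAs. In it, 52 protein-coding genes had at least 2 RPM and 5 times the next library, where no other library had more than 6 such genes. Lower sequencing depth alone is ruled out as the cause of that number. When each of the 14 other libraries was thinned at random to 4925484 reads (100 draws each), at most 7 genes met these limits, in Col-0. The reads over these genes were 96.8% sense, and 29.4% were 21, 22 or 24 nt long, so they look like degradation fragments. Among them were the dawn-phased clock genes LHY (12.8 RPM, at most 0.466 elsewhere) and CCA1 (9.54 RPM, at most 1.01 elsewhere). More fragments of every mRNA would raise evening genes too, but 0 of 7 evening genes were highest in this library. Instead 6 of the 7 were the lowest there (TOC1, GI, LUX, ELF4, PRR5 and PRR3), and BOA had 0 reads as in some others. Of 5 dawn genes 4 were highest, while EPR1 had 0 reads, the lowest of all. The day-phased PRR7 was below the median of the other libraries and not the lowest, and PRR9 had 0 reads as in some others. Genes with low values in every library count for little, since 1 read equals 0.203 RPM in this library. In 9 further genes chosen for their known phase before their counts were seen, all 9 lay on the side of the median that a dawn harvest predicts (LNK1, RVE6 and CDF1 above, FKF1, GRP7, GRP8, CAT3, COR27 and COR28 below). GRP7 had 2.03 RPM against 33.3 to 143 RPM elsewhere. A hypothesis is that these plants may have been collected at another time of day than the others. Harvest time is not given in the labels, and an effect of the transgene on the clock cannot be separated from it with 1 library.

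PAI1 (10.9 RPM), PAI2 (9.04 RPM) and PAI3 (3.95 RPM), genes of 1 family that share reads, had more small RNAs in Col-0 than in any other library (at most 1.62 RPM). Their lengths differed from those over VIP2: 82.2% were 21, 22 or 24 nt long, against 37.0% over VIP2. Their source was not tested, and no biological explanation was tested.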
